A study of Mus musculus with 2 samples. Its data were reported in "Coordinated repression of totipotency-associated gene loci by histone methyltransferase EHMT2 via LINE1 regulatory elements" (2025).

How the data were processed

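EHMT2 (G9a) is a histone methyltransferase that deposits H3K9me2. The mouse embryonic stem cells (mESCs) carried a degron tag and an HA epitope at the end of EHMT2 and were kept in the solvent DMSO, so that EHMT2 was present. ChIP-exo is chromatin immunoprecipitation followed by exonuclease trimming of the bound DNA, which narrows the position of the crosslinked protein. Here it was done with an antibody against HA. The 2 libraries are replicates of 1 group, and no library of a control antibody or of cells without EHMT2 was analysed here.

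The authors trimmed the reads and aligned them to mm10 with STAR in a mode that keeps reads with several equally good sites and writes each of them once, at a randomly chosen site. They removed PCR duplicates and reads in ENCODE High Signal Regions, called peaks with MACS2 on paired-end fragments without a control library, and kept peaks with a q-value below 0.05. The replicates were merged before calling, so the deposited list is a single pooled list. The list analysed here holds fewer peaks than the study reports for ChIP-exo, and whether it is the list behind that number was not established. It gives the start and end of each peak and the position of its summit. It also gives a score by the authors' peak caller, which is 10 times the −log10 q cut to a whole number. The strength of a peak is the authors' fold enrichment, a ratio of fragments at the summit to the local background. Significance is deposited by the authors as −log10 of the p-value and of the q-value at the summit. These values are the authors' own for each peak, and they were used to describe, rank and filter peaks within the list. Because the replicates were merged, no replicate error exists for any value, no replicate could be left out, and every test below describes this list of peaks and its placement in the genome.

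Depth was recovered from the deposited values. MACS2's fold equals the fragment pileup plus 1 over the background plus 1, and its p-value is a Poisson tail of the same quantities, so that each pair has a whole-number pileup as its solution. The solution matched the deposited −log10 p within 0.0001 for 100% of peaks, against 0.5% when the p-values were shuffled among peaks. A single solution existed for 99.96% of peaks; where several fitted, the one with the highest background was taken.

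Peaks on chromosomes 1 to 19, X and Y entered the comparisons. The 2 peaks on the mitochondrial genome were counted and then left out, a number under the floor of 3 used for signal in other data. Sequence and soft-masking came from the GRCm38.p6 assembly, which has the coordinates of mm10. Soft-masked bases were read as interspersed and tandem repeats together, but the origin of the masking is not stated with the sequence. They carry no element names and are not the transposable element annotation that the study used. Genes came from GENCODE vM21 on the same build. Promoters reached from 2.5 kb upstream to 0.5 kb downstream of a transcription start site (TSS), which the study used for gene promoters in its chromatin-state analysis. The study's own annotation of peaks, by distance between midpoints, was not repeated here. A summit was assigned to a promoter, an exon, an intron or intergenic sequence in this order.

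Each comparison set the peaks against 1000 random placements of the same peaks, with width and chromosome kept and N bases avoided. The permutation p-value is 2 times the smaller tail (two-sided, as are the other tests), and 0.002 is the smallest it can be. Peak counts per chromosome were set against 100000 draws in proportion to the length without N bases, for which 2e-05 is the smallest p-value, with Benjamini-Hochberg adjustment over 21 chromosomes. Annotation was adjusted over 4 classes. The copy number of a summit is the number of exact matches, on both strands of the assembled chromosomes, of the 50 bp centred on it. Copies in sequence outside the assembly are not counted. Counts were checked by direct string search for 12 randomly chosen summits at each length, and 12 were equal. GC was taken over 100 bp on either side of the summit. Sequence families are single-linkage groups of the sequences reaching 150 bp to either side of the summit, joined where minimap2 2.31-r1302 aligned them over at least 150 bp at 80% identity or more. The aligner recorded at most 100 secondary alignments for each query. The share of peaks in the 10 largest families was set against 20 placements, for which 0.0952 is the smallest p-value, so this comparison cannot pass 0.05. Fold enrichment of repeat peaks (at least 50% soft-masked) and other peaks was compared by a permutation test with 100000 resamples over peaks, which are not independent replicates. Confidence intervals are 95% Wilson intervals and cover counting error only.

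Named items followed a rule set before the data were examined: the 10 peaks with the highest −log10 q, the 5 fixed windows of 1 Mb with the most peaks, the 5 largest families, and, whatever their values, the Zscan4 and Obox gene clusters and Ehmt2. A cluster reached from the first to the last gene with that prefix, plus 100 kb on each side. Of the 10 peaks, those that differ in kind from the rest are described singly. The sequences at the summits are not reported here. Alternatives set at the same time were q-values of 0.01 and 0.001, merging of peaks less than 10 kb apart, placements on any chromosome, placements matched on GC in bins of 5 percentage points, and other distances, overlaps, promoter definitions, gene sets, lengths and identities. Merging kept only the peak with the highest −log10 q from each run of summits less than 10 kb apart.

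The placement tests were tested on simulated data from chromosome 19, with 500 simulated peaks and 200 placements in each of 40 runs. With random peaks, 2 of the 40 runs gave a p-value under 0.05 for the repeat share, 1 for clustering, 5 for the promoter share and 3 for the TSS distance. With planted repeats or planted neighbours, 40 of the 40 runs did so for the planted property. The pileup was recovered for 2000 of 2000 simulated peaks, and 180 of 180 members of planted families were joined while 320 of 320 unrelated sequences stayed single. Calculations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and numba 0.67.0.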

Results

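EHMT2 occupancy was mapped by anti-HA ChIP-exo in EHMT2-dTAG mESCs under DMSO, a single group of 2 replicates whose fragments were pooled before peaks were called. The deposited list held 12556 peaks, of which 12554 lay on chromosomes 1 to 19, X and Y. Peaks were narrow, with a median width of 215 bp (quartiles 151 and 454 bp, range 123 to 4718 bp), and together covered 4.602 Mb or 0.174% of the assembled bases. The authors' fold enrichment at the summit had a median of 5.23 (quartiles 4.38 and 7.20) and ranged from 1.90 to 52.4. The depth behind a peak was modest. The median summit was covered by 8 fragments (quartiles 6 and 14, range 4 to 302), and 4478 peaks (35.7%) rested on 6 or fewer. At a q-value of 0.001 or lower, 8206 peaks remained, the largest change among the alternatives for this count.

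The study asked where in the genome EHMT2 is located, and the first comparison was with chromosome length. Of 21 chromosomes, 7 held more and 6 held fewer peaks than their length gave, at an adjusted p under 0.05, and 8 did not pass this threshold. The total length includes chromosome Y, whose near lack of peaks makes the expected numbers of the other chromosomes too low. Which chromosomes near the threshold pass may depend on this. The excess was highest on chromosome X, with 1022 peaks against 775 expected, a ratio of 1.32 (95% Wilson interval 1.24 to 1.40, adjusted p = 5.2e-05, permutation test). Chromosome 8 followed at 1.22 (1.14 to 1.31) and chromosome 1 at 1.18 (1.12 to 1.25). Among autosomes the ratio was lowest on chromosome 11, at 0.797 (0.728 to 0.873). Chromosome Y held 13 peaks against 418 expected, a ratio of 0.031 (0.018 to 0.053). The X ratio moved most at a q-value of 0.001 or lower, where it was 1.49.

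**Figure D1:**
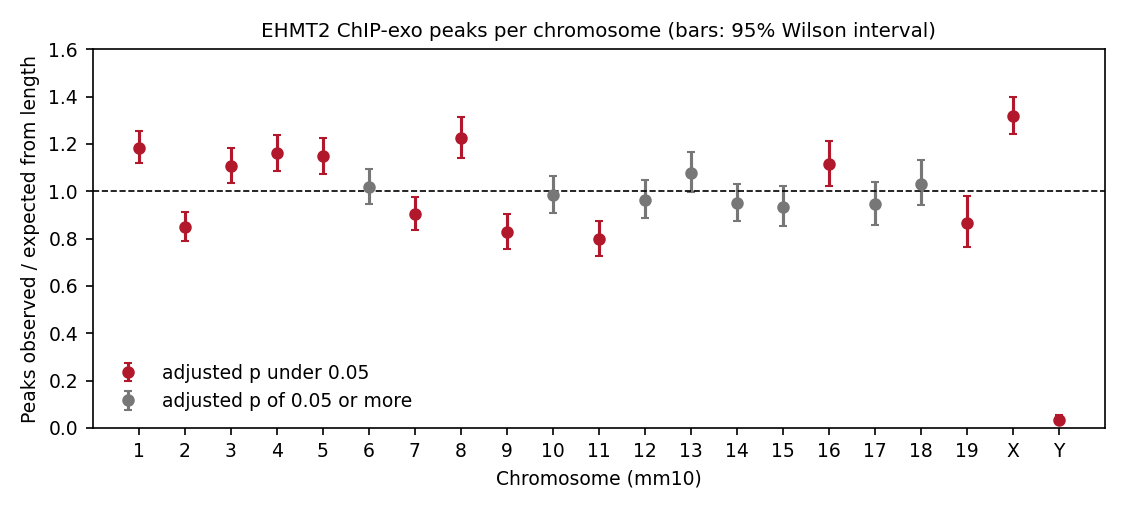
Ratio of observed to expected peaks (y axis) for each mm10 chromosome (x axis), where the expected number is proportional to length without N bases; bars are 95% Wilson intervals and the dashed line marks a ratio of 1. Chromosome X lies highest at 1.32 and chromosome Y lowest at 0.031.

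Peaks also lay near each other. A neighbouring summit within 10 kb was found for 18.9% of peaks, against a mean of 9.48% in 1000 random placements on the same chromosome (range 8.44 to 10.6%, permutation p = 0.002, the smallest possible). Placements matched on GC narrowed the difference most, to a mean of 14.5%, and the observed share stayed above all of them. Within 5 kb, the alternative with the largest ratio to placements, the share was 14.4% against 4.86%. Among 2737 windows of 1 Mb, 2516 held at least 1 peak and the median was 4. The window with the most peaks was chromosome X from 80000001 to 81000000, with 20 peaks, no protein-coding gene and 58.8% soft-masked bases. It was followed by chromosome 8 from 65000001 to 66000000 with 18 peaks and 6 protein-coding genes (among them Trim60, Trim61, Apela and March1), and by chromosome 4 from 54000001 to 55000000 with 16 peaks around Zfp462. Windows on chromosome 15 (46000001 to 47000000) and chromosome 4 (20000001 to 21000000, with Ttpa, Ggh and Nkain3) held 15 peaks each.

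The next comparison concerned repeats, where the study had measured overlap base by base. Of all peak bases 89.5% were soft-masked, against 35.0% in random placements (range 33.9 to 35.9%, permutation p = 0.002, the smallest possible) and 36.4% over all chromosomes. The alternative that moved this comparison most was the count of peaks with at least 1 soft-masked base, which were 90.3% of peaks against 82.3% of placements (permutation p = 0.002, the smallest possible). GC within 100 bp on either side of the summit averaged 51.7%, against 41.7% in placements (range 41.4 to 41.9%, permutation p = 0.002, the smallest possible). At a q-value of 0.001 or lower, the alternative that moved it most, GC was 54.7%.

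The sequence at the summit was often repeated exactly. The median summit 50-mer had 354 copies in the assembly, whereas the median of placements was 1 (permutation p = 0.002, the smallest possible). A repeated 50-mer (2 or more copies) was found at 80.9% of summits, against 11.7% of placements (range 10.9 to 12.6%, the same p). With 100-mers, which moved the share most, it was 66.95% against 6.80%, and the median was 16 copies. By copy number, 2393 summits (19.1%) were unique, 1286 had 2 to 10 copies, 1408 had 11 to 100, 3451 had more than 100 and up to 1000, and 4016 (31.99%) had over 1000. Fragments at the summit rose along these classes, from a median of 5 at unique summits to 7, 8, 9 and 11. Because reads with several best sites were written to a randomly chosen one, the position of a peak among exact copies is uncertain for the repeated summits.

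**Figure D2:**
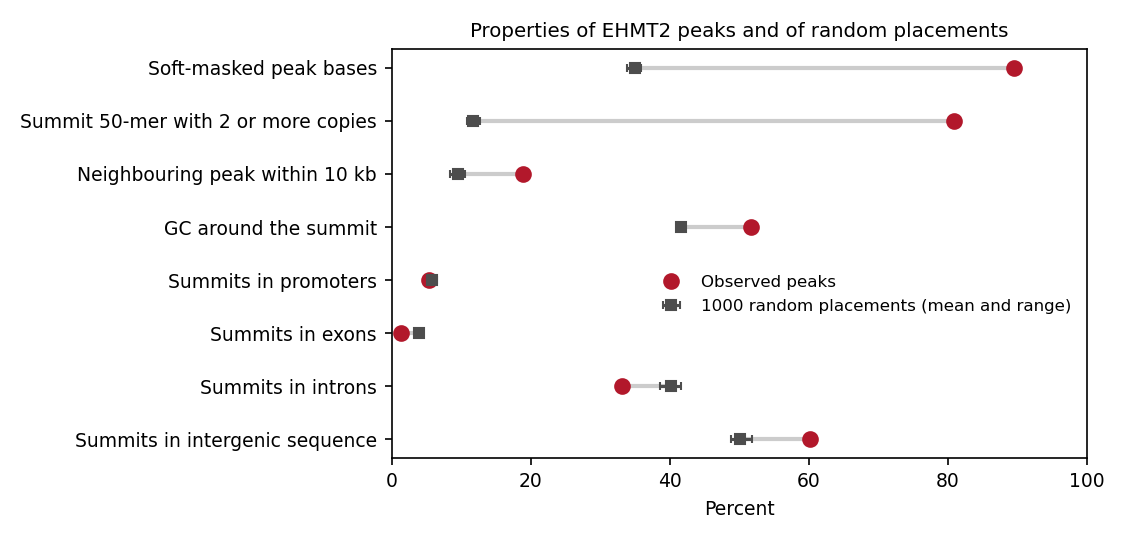
Percent (x axis) for each property (y axis) of the observed peaks (red circles) and of 1000 random placements on the same chromosome (grey squares, mean with the full range). Soft-masked bases (89.5 against 35.0%) and repeated summit 50-mers (80.9 against 11.7%) lie furthest from the placements, and promoters (5.35 against 5.79%) lie closest.

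Repeat peaks also had a higher fold enrichment. Reads with several best sites were placed at random, so this value need not measure binding at the site itself. The 10216 peaks with at least 50% soft-masked bases had a median fold enrichment of 5.35, against 4.54 for the 2338 others, a difference of 0.808 (permutation p = 2e-05, the smallest possible). When peaks less than 10 kb apart were merged the difference was 1.05, the largest among the alternatives on this scale. Merging kept the peak with the highest −log10 q of each run and left 9088 repeat peaks and 2224 others. It removed mainly repeat peaks, so this choice can raise the difference by itself. Pileup gave the same order. Soft-masked bases made up 67.1% of peaks with 4 to 6 fragments, 84.7% of those with 7 to 13 and 98.5% of those with 14 or more.

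Sequence similarity gathered the peaks into few families. Of 12554 peaks, 71.8% (95% Wilson interval 70.99 to 72.6%) fell in the 10 largest families, against a mean of 15.7% in 20 sets of placements (range 14.97 to 16.5%). The permutation p of 0.0952 is the smallest that 20 sets allow. Alignments over at least 250 bp moved the share most, to 64.9%. Families of 2 or more peaks numbered 149, and 2769 peaks (22.1%) aligned to no other peak. The largest family held 6252 peaks (49.8%) with a median fold enrichment of 6.59, a median of 14 fragments, 99.9% soft-masked bases, a GC of 56.1% and a median of 1129.5 copies. The second family held 1170 peaks, with a GC of 43.3%, a median of 5 fragments and 834.5 copies. The remaining 3 of the 5 largest held 365, 344 and 254 peaks. The fourth differed from the others in its median of 2 copies.

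Whether binding is distal to promoters was the next question. Summits lay in promoters for 5.35% of peaks, against 5.79% of placements (range 5.09 to 6.49%), a difference that did not pass the threshold (adjusted p = 0.052, permutation test). Placements matched on GC moved the comparison most, to a mean of 12.3%. Its direction depended on the definition of a promoter. Within 1 kb on either side of a TSS the share was 4.20% against 3.81% (adjusted permutation p = 0.032). Exons held 1.40% of summits against 3.91%, introns 33.1% against 40.2% and intergenic sequence 60.2% against 50.1% (adjusted permutation p = 0.0027 for each). The median distance to a TSS was 27492 bp, against a mean of 22130 bp in placements (range 20981 to 23116 bp, permutation p = 0.002, the smallest possible). Relative to placements, matching on GC moved it most, to a mean of 15652 bp. With protein-coding genes only it was 106059 bp against 75123 bp.

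The peak with the highest −log10 q (408.6) lay in an intron of Flt1 (ENSMUSG00000029648.13) on chromosome 5, from 147611435 to 147611616, with 302 fragments over a background of 4.78 and a fold enrichment of 52.4. Of its bases 100% were soft-masked. Its summit 50-mer is made of a short unit in tandem and had 6 exact copies in the assembly. Copies outside the assembly are not counted, so 6 is a lower limit. The place of its reads in the genome is uncertain, as for other repeated summits. The next (−log10 q of 175.1) lay in an intron of Frmpd1 (ENSMUSG00000035615.12) on chromosome 4, from 45193288 to 45193908, with 151 fragments, a fold enrichment of 32.3, 30.4% soft-masked bases and 2 copies of the summit 50-mer. The other 8 were 100% soft-masked, had 72 to 94 fragments, fold enrichments of 14.4 to 23.5 and between 3 and 2327 copies, and lay in introns of Klra17, Mrc1, Sh3gl3, Tmprss11d, St8sia6 and Pkhd1, in the promoter of Gm13040 (chromosome 4, 143533539 to 143534335) and, for 1 of them, in intergenic sequence on chromosome 1 (18537174 to 18538670).

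The study names the Zscan4 and Obox loci among the gene clusters that rise when EHMT2 is lost. On chromosome 7, the Zscan4 cluster (9 genes, 10794242 to 11614112) had 6 peaks within 100 kb, against a mean of 4.41 in placements (range 0 to 12, permutation p = 0.597). The Obox cluster (53 annotated genes and pseudogenes, 14331436 to 15839678) had 7, against 7.45 (range 0 to 17, permutation p = 1). Neither count differed from the placements at this number of peaks. The Zscan4 count moved most at a q-value of 0.001 or lower, to 3 peaks, and the Obox count changed direction with GC-matched placements (mean 5.35). All 13 of these peaks had a summit 50-mer with 2 or more copies. At the Zscan4 cluster the fold enrichment was highest, 9.59, between 10930106 and 10930963 (21 fragments, 2929 copies), and 6 of 6 peaks were intergenic. At the Obox cluster it was highest, 6.61, between 15731168 and 15732019 (16 fragments, 2547 copies). Ehmt2 itself (chromosome 17, 34898469 to 34914052) held 0 peaks. The nearest one lay 146287 bp away, between 34752117 and 34752314, with a fold enrichment of 5.95.

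**Figure D3:**
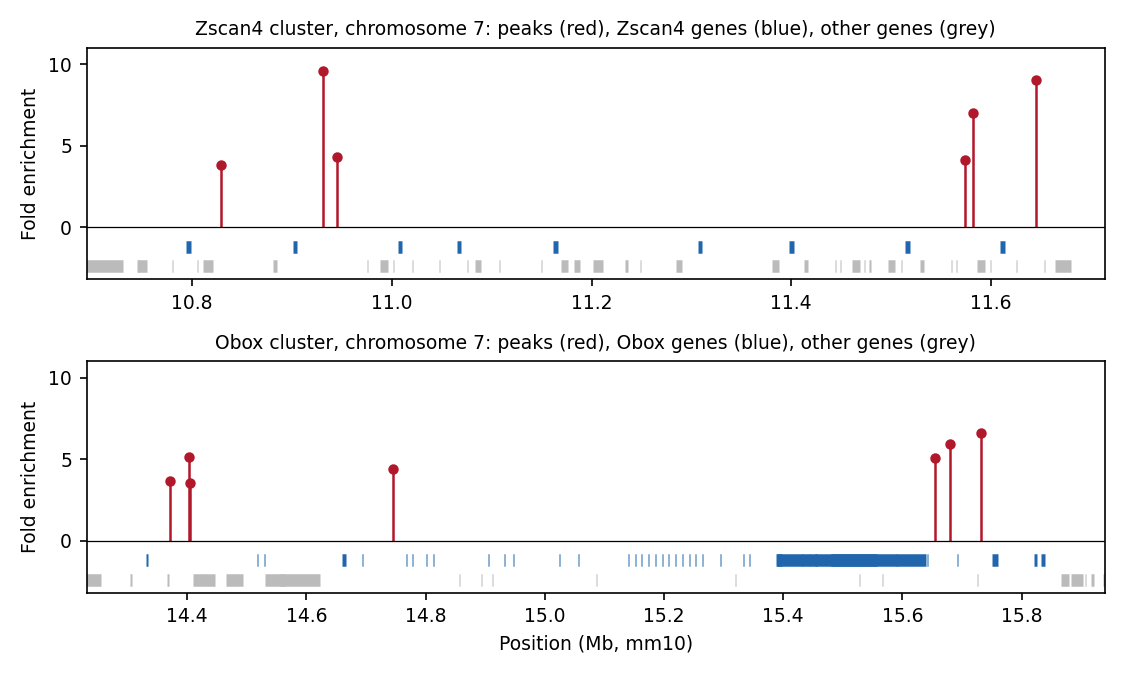
Position in Mb on chromosome 7 of mm10 (x axis) and fold enrichment at the summit (y axis) of the peaks (red) at the Zscan4 cluster (top) and the Obox cluster (bottom), each with 100 kb on either side; blue bars are genes with the cluster's prefix and grey bars other genes. The 6 and 7 peaks range from 3.84 to 9.59 and from 3.55 to 6.61.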

Values the study reported

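The study reported 13,675 EHMT2 peaks by ChIP-exo and 12,266 by ChIP-seq. About 20% of the peaks were found by both methods. For peaks found by both methods, the study put the share at transposable elements near the binding frequency of TRIM28, which was above 90%.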

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

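Of 102 values under the alternatives, 88 kept the direction and the side of the threshold, or for counts and shares stayed within the range that counts as unmoved. That covers, under each alternative run for them, the soft-masked share, GC, copy number, the shares in exons, introns and intergenic sequence, the distance to a TSS, clustering, the fold difference between repeat and other peaks, the Zscan4 cluster and the chromosome counts (10 to 14 chromosomes past the threshold). For the soft-masked share the values ran from 81.4 to 93.0% against 27.5 to 36.4%, leaving aside peaks with at least 1 soft-masked base, where 90.3% of peaks faced 82.3% of placements.

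The number of peaks was 8206 at a q-value of 0.001 or lower, by construction of the stricter threshold. The share of promoters was the least stable result. It was 5.06% at a q-value of 0.01 or lower and 4.58% at 0.001 or lower, both below placements (adjusted permutation p = 0.002, the smallest possible), and 5.35% was also below placements on any chromosome (5.84%, adjusted p = 0.032) and matched on GC (12.3%, adjusted p = 0.002, the smallest possible). The direction was opposite with a promoter of 1 kb on either side of the TSS (4.20%, adjusted permutation p = 0.032) and with protein-coding genes only (2.41%, adjusted p = 0.871). The cause was not tested. The 7 peaks at the Obox cluster lay above the mean of placements matched on GC (5.35, permutation p = 0.567) and, with no flank, above theirs (6.55, permutation p = 0.933). None of these counts passed 0.05.

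The share of peaks in the 10 largest families was 74.96% at a q-value of 0.01 or lower, 77.5% at 0.001 or lower, 70.3% with peaks under 10 kb apart merged, 69.0% at 90% identity over 150 bp and 64.9% at 80% identity over 250 bp. The corresponding placements gave 9.43 to 15.5%. The last 2 settings join fewer sequences by construction; the cause of the rest was not tested.

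Matching placements on GC fixes the outcome for GC itself, and this alternative was not run. No paired analysis was possible because the 2 replicates belong to 1 group and were pooled before peaks were called, and for the same reason leave-one-out of replicates was not run. The depth limits the weaker peaks: 4478 of them rest on 6 or fewer fragments, and whether both replicates contributed to a peak is not recorded.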

Other observations

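The tests on promoters at unique summits, on peaks with a repeated summit and on unique 36-mers were chosen only after the result was seen, and those on copies of summit sequences on chromosomes X and Y after the counts per chromosome were known.

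A minority of summits lay near long open reading frames, mostly upstream of them. The assembly holds 5705 frames of at least 1000 codons outside annotated coding sequence. Their median length is 1300 codons, and 77.3% encode YADD or FADD, the motif at the active site of reverse transcriptases. Within 8 kb of such a frame lay 30.3% of summits, against a mean of 4.21% in placements (range 3.70 to 4.90%, permutation p = 0.002, the smallest possible). Among the 3678 of these summits outside the frame, 94.8% were upstream of it, against 50.1% (range 43.0 to 57.7%). The most frequent position was 1500 to 2000 bp upstream, with 1914 summits against 13.3 in an average placement. Peaks in the 3 kb upstream had a median fold enrichment of 8.56, against 4.82 for other peaks, and 53.7% of the largest family lay there. For the families ranked 2 to 5 by size this share was 0.427, 0.274, 0 and 0%. A candidate explanation for these peaks, which are 27.1% of the list, is that they mark the 5′ part of LINE-1 elements whose second frame is still open. This explanation by the 5′ part does not extend to the other large families. Whether these come from other parts of such elements was not tested. The reference used here carries no element names. By itself it leaves other reverse-transcriptase elements open, as well as the choice among copies that share their sequence. The study used named elements and reported widespread binding at LINE elements, both for peaks shared with ChIP-seq and for peaks found by ChIP-exo only. Of the 5705 frames, 54.0% had a summit in the 3 kb upstream (95% Wilson interval 52.7 to 55.2%).

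The excess on chromosome X may follow from where copies of the summit sequences lie. Exact copies of the summit 50-mers of autosomal peaks were 1.44 times as dense on X as on autosomes (bootstrap interval 1.42 to 1.47), at or above the ratio of peak densities (1.30, 1.19 to 1.42). Random placing of reads among exact copies could also give this match, so the comparison cannot tell it from binding on X. Repeat content in general left an excess. Per Mb of soft-masked bases, peaks with a soft-masked summit were 1.13 times as frequent on X (1.01 to 1.24), and per long frame, peaks near a frame were 1.14 times as frequent (1.05 to 1.23). Of the frames on X, 65.2% had a summit in the 3 kb upstream (61.1 to 69.2%), against 54.9% on autosomes (53.6 to 56.3%). The number of X chromosomes in the cells is a further explanation that was not tested.

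A lack of the sequences can account for at most part of the near absence of peaks from chromosome Y. Length alone gave 418 of 12554 peaks there. For a summit on another chromosome, a mean of 1.98% of the other exact copies of its 50-mer lay on Y, which corresponds to 200.8 of the 10148 peaks with such copies, and 13 peaks with a repeated summit were found on Y (0.128% of such peaks, interval 0.0748 to 0.219%). Of 203 long frames on Y, 0 had a summit in the 3 kb upstream, which allows a share of up to 1.86% (upper Wilson bound). Of the 13 peaks, 12 lay in the first 11 Mb. Removal of High Signal Regions by the authors, the handling of reads with very many sites and the presence of Y in the cells were not tested.

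The high soft-masked share did not rest on GC, since placements matched on GC reached a mean of 32.9% (range 31.6 to 34.4%) against the observed 89.5%. Nor did it rest on a few strong peaks, since those with 6 or fewer fragments had 67.1% against 34.4% (range 32.6 to 36.05%). Random placing of reads with many sites stays open as a source. Peaks with a unique summit 50-mer had 39.6% against 28.0% in placements with a unique 50-mer (range 25.8 to 30.0%, permutation p = 0.002, the smallest possible). The 2067 peaks with a unique summit 36-mer had 33.7% against 26.0% in placements with a unique 36-mer (range 23.7 to 28.0%, permutation p = 0.002, the smallest possible). These excesses are far smaller than that of all peaks. Reads lie at the ends of fragments and can fall in repeated sequence beside a unique summit, so random placing and binding cannot be told apart for these peaks. The same holds for the 10161 peaks with a repeated summit. The places of the copies of their 50-mers were counted, with copies under 1 kb apart as 1 place. For summit 50-mers with 2 to 10 copies, 48.5% of the places overlapped a peak. The share was 16.3% for 11 to 100 copies and 7.83% for more than 100 and up to 1000. For over 1000 copies it was 4.86% of 150789 places. Read length, which decides how many copies a read separates, was not used here, so these shares do not tell random placing from binding.

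Peaks with few fragments were not a random sample of the genome. Among the 4478 peaks with 6 or fewer, 60.1% had a summit 50-mer with 2 or more copies, against 11.4% in placements (range 9.67 to 12.8%). Chance calls spread evenly over the genome would have given the share of placements. Where background reads fall was not measured, so chance calls from the local background and binding cannot be told apart for these peaks.

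Promoter shares differed between kinds of summit. At the 2393 unique summits 12.996% lay in promoters, above each placement with a unique 50-mer (mean 5.99%, range 4.30 to 7.85%) and each placement with a unique 50-mer matched on GC (mean 8.52%, range 6.83 to 10.7%). At repeated summits the share was 3.55%, against 5.26% in placements with a repeated 50-mer (range 3.28 to 7.46%, adjusted permutation p = 0.0133). The share near placements for all peaks thus combined an excess and a deficit. No biological explanation was tested for the excess, and neither was the recovery of open chromatin without a control library.

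Clustering went beyond that of soft-masked sequence. Placements at the same soft-masked state gave 10.4% with a neighbour within 10 kb (range 9.16 to 11.5%), against the observed 18.9%. The excess over random placements was no larger within 10 kb (18.9% against 9.48%) than within 5 kb (14.4% against 4.86%), so it lay at short distance. Clustering of particular families, and division of single broad sites into several peaks, were not tested.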
